A study of Danio rerio with 2 samples. Its data were reported in "Interleukin-11 signaling promotes cellular reprogramming and limits fibrotic scarring during tissue regeneration" (2021).

How the data were processed

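Gene expression was measured in cardiac ventricles of adult zebrafish on Agilent Zebrafish (V3) microarrays, on which each spot carries an oligonucleotide probe and 2 RNA pools labelled with different dyes are hybridised together. There were 2 arrays. On the first, a pool of 10 ventricles from fish trained for 4 days, per the labels, by swimming against a stream was compared with a pool of 10 ventricles from untrained control fish (the study's methods give a longer training). On the second, a pool of 10 ventricles taken 96 hours after cryoinjury, a freezing lesion of the ventricle, was compared with a pool of 10 control ventricles. On both arrays the control pool was labelled with Cy5 and the treated pool with Cy3, and no dye swap was analysed here. Each comparison therefore rested on 1 array and 1 pool per arm, and the number of arrays limits the precision of every value. Both arrays lay on 1 slide and were scanned together, so no slide or scan effect could be separated.

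The authors' service provider hybridised and scanned the arrays, and quantified the spots with Feature Extraction 10.10.1.1, per the file headers. The deposited intensity values were the mean signal of each spot and the median signal of its local background in each channel, before any normalization, together with processed signals that the software had background-subtracted, detrended and dye-normalized. The deposited log10 ratio was that of processed red over green signal, with some spots set to 0 by the software. The authors' deposited table of processed values held log2 ratios, which matched the processed green over red signal of each array, that is treated over control. The processing the authors applied to reach their published gene lists was not stated for these arrays.

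The mean signals were corrected for local background with the normexp method of limma 3.58.1 (R 4.3.3) with an offset of 50, control spots were dropped, and loess normalization was applied within each array. The sign was turned so that a positive log2 ratio means a higher level in the treated pool. Spots with an outlier mark were left out (8 on the exercised and 10 on the cryoinjured array), no spot was saturated, and spots of the same probe were averaged. A probe counted as measured where it was well above background, by the software's mark, in at least 1 channel of the array, and for results over both arrays in at least 1 channel on each. Per-channel values, used to compare the control pools and for lower bounds, were taken after loess and A-quantile normalization between arrays. The offset compresses ratios of dim probes. For a lower bound, the dim channel was set at the higher of the probe's own signal and the lowest signal among probes well above background in that channel. The probe's own signal was mostly the higher, so 9 of the 12 bounds given equal the fitted ratio, and they assume that the true level in the dim channel lies below its signal. Median centring in place of loess moved the median log2 ratio of all genes from -0.018 to -0.35 on the exercised array and from 0.018 to -0.13 on the cryoinjured array. The software's log ratio centred on the spike-in controls had medians of -0.18 and 0.22.

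Of 43603 probes, 27042 were named through a transcript accession in a RefSeq gene table of the assembly GRCz12tu, used for names only, 931 through an older symbol, and 15630 kept the name in the files. Gene values were the median over the measured probes of a gene. No gene with several probes had probes changed 2-fold or more in opposite directions on the exercised array (0 of 6541), and 15 of 7005 did on the cryoinjured array. Coordinates are those of the probe in the files, on danRer6 (Zv8). No genome sequence or exon annotation of that build was used here, so the part of the gene a probe lies in is not given.

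With 1 array per comparison no p-value was computed, and the difference between treated and control pools has no replicate check. A change of 2-fold or more, a log2 ratio of at least 1 in size, was the threshold. The error within an array was taken from the median SD of log2 ratios between spots of the same probe (45 probes with at least 5 spots), which leaves out the variation between fish, pools, labellings and arrays. Counts expected for both arrays assumed independent changes within 10 bins of average intensity. The 9 gene lists and the rule for naming genes were fixed before the data were examined, and a list's median is given with its percentile among 10000 random lists of the same size matched on intensity. Genes are named if they belong to the list of the IL-6 family and Jak-Stat signalling, or show the 5 highest or 5 lowest log2 ratios on an array or shared by both, among genes with a symbol in the files, well above background in both channels, with every such probe changed the same way. Names of clones were left out, and the prefixes counted as such were completed after the values were seen. The 3 largest lower bounds per direction and array and the largest change of each other list are named too, except for an item that is not reported here. The lists of erythrocyte, exocrine pancreas, fast skeletal muscle and thrombocyte genes were written after the patterns that prompted them had been seen. The gene hspd1 belongs to both the cardiac regeneration and the heat shock list. The study's own list of co-regulated genes was chosen on these arrays. That list shares some genes with the fixed lists, such as stat1b, top2a and mpx, so these are not independent of it.

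Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the counts and figures. The steps were tested on simulated data: of 200 probes changed by known amounts on a simulated array of 27525 measured probes, 98.5% were recovered and 0 unchanged probes were called, with a slope of 0.825 of the estimated on the true log2 change. All simulated changes lay well beyond 2-fold and the simulated noise was small beside that threshold. Recovery and false calls near 2-fold were therefore not tested, and a slope below 1 means that true changes just past 2-fold can be missed. Alternatives were no background correction, an offset of 0, median centring, the software's log ratio, no filter on dim probes, a filter in both channels, keeping spots with an outlier mark, the deposited processed values, genes in place of probes, and the mean or the brightest probe in place of the median of a gene. Centring on the spike-in controls and counting the deposited processed values by gene were added after seeing the data.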

Results

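To characterize the transcriptional response of the zebrafish ventricle, 2 arrays were profiled, 1 comparing a pool of exercised ventricles and 1 comparing a pool of cryoinjured ventricles, taken at 96 hours post cryoinjury, with a control pool each. Exercise in a stream served the study as a second source of transcriptional change, to be set beside that of the injury. Of the 43603 probes, 58.9% were well above background in the exercised pool and 62.9% in its control pool, and 65.7% in the cryoinjured pool and 61.6% in its control pool. The spike-in controls of the exercised array followed their expected log ratios with a slope of 0.931 and a correlation of 0.993, and those of the cryoinjured array with a slope of 0.933 and a correlation of 0.983. The median SD between replicate spots of a probe was 0.07 log2 units on the exercised and 0.09 on the cryoinjured array. There were no replicate arrays, so the values below carry no error between pools.

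The first comparison asked which transcripts change after cardiac injury. At 96 hours post cryoinjury, 3482 of 29440 measured probes (11.8%) differed 2-fold or more from the control pool, 2174 higher and 1308 lower, which is 7.99% of all probes on the array. The log2 ratios had an SD of 0.72 across probes and ran from -9.35 to 9.72, and 655 probes changed 4-fold or more. The alternative that moved the count most was the software's log ratio centred on the spike-in controls, with 6710 probes (74.1% of them higher). Of the changed probes 62.4% were higher after loess, and 35.8% were after median centring (1531 higher, 2750 lower).

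The second comparison asked the same of moderate physical exercise. In the exercised ventricles, 331 of 27909 measured probes (1.19%) changed 2-fold or more, 153 higher and 178 lower. The log2 ratios had an SD of 0.31 across probes, and 28 probes changed 4-fold or more. Median centring moved this count most, to 3984 probes, of which 3956 were lower, because it leaves the intensity-dependent difference between the dyes in place. The share of higher probes was 46.2% after loess, 0.703% after median centring, 35.8% with the software's log ratio (673 higher, 1205 lower) and 18.7% when that ratio was centred on the spike-in controls.

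The control pools were compared with each other within the same dye. Whether they held separate RNA is not known from the values, so this comparison may hold technical differences alone and is no measure of how far separate untreated pools differ. Labelled with Cy5 on separate arrays, they differed 2-fold or more at 44 of 27963 probes (0.157%), with an SD of the log2 difference of 0.18, and 30 of the 44 were well above background in 1 of the Cy5 channels only. With the software's processed red signal, the alternative that moved it most, the count was 463. Among 24313 probes well above background in all 4 channels, 13 were 2-fold or more apart between the control pools, 306 between the exercised pool and its control, 2811 between the cryoinjured pool and its control, and 3329 between the exercised and the cryoinjured pool.

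**Figure D1:**
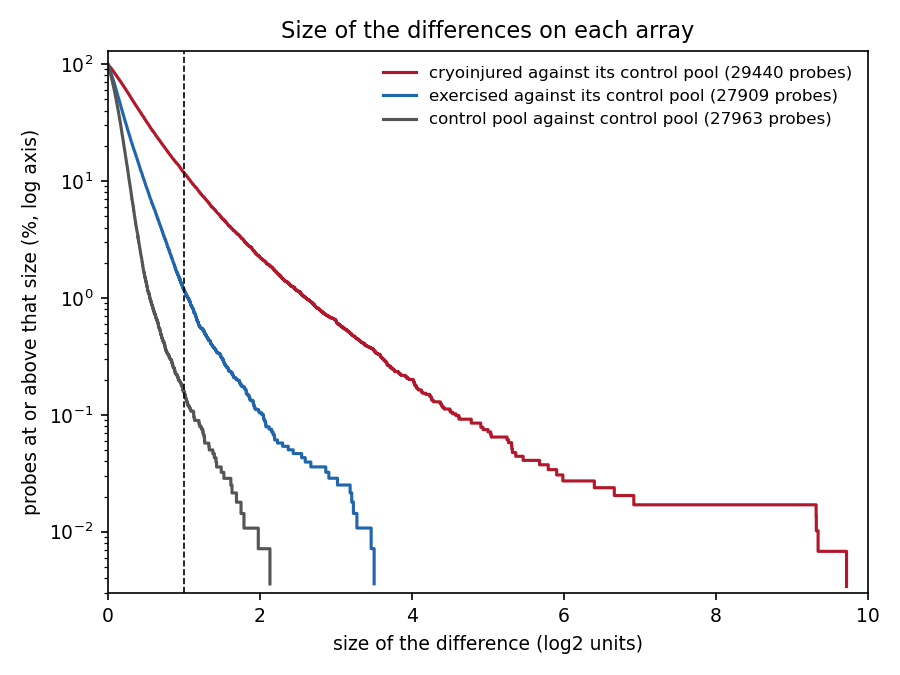
Share of measured probes (percent, log axis) at or above a given size of log2 difference, for the cryoinjured pool against its control, the exercised pool against its control, and the control pools against each other, with the 2-fold threshold as a dashed line. At 2-fold the shares were 11.8%, 1.19% and 0.157%.

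The study combined both arrays to find genes co-regulated after injury and exercise. Of 27193 probes measured on both arrays, 89 changed 2-fold or more in the same direction (45 higher, 44 lower), against 24.8 expected if the changes were independent, and 73 changed in opposite directions, against 25.02 expected. Both counts thus exceeded the expected ones, by 3.59 and 2.92 times, and the same-direction count was 1.22 times the opposite-direction count. Median centring moved the same-direction count most, to 887 (892 expected), with r at 0.308. With the software's log ratio centred on the spike-in controls, fewer probes changed in the same direction (396) than in opposite directions (508). Counted by gene, 51 of 17156 genes changed in the same direction and 38 in opposite directions. Across probes, which are not independent replicates, Pearson's r between the arrays' log2 ratios was 0.0014 and Spearman's rho was -0.0282. If both treated pools had been unchanged and measured against a single shared control pool, r was 0.5 in simulations, and 0.222 with the larger spread of the cryoinjured array added. Because the control was in Cy5 on both arrays, dye bias of a probe enters both ratios alike.

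**Figure D2:**
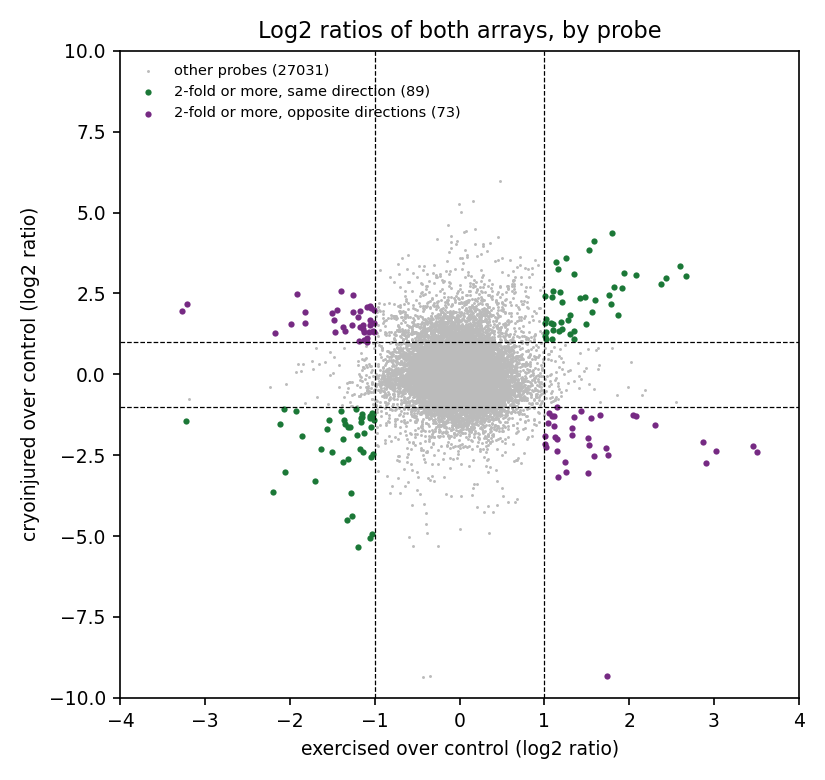
Log2 ratio of each of 27193 probes on the exercised array (horizontal axis) and on the cryoinjured array (vertical axis), with dashed lines at 2-fold. The 89 probes changed in the same direction and the 73 changed in opposite directions occupy all 4 corners.

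Next, fixed gene lists were compared between the arrays. Cell cycle genes had a median log2 ratio of 1.58 after cryoinjury, with 19 of 19 genes higher, and interferon response genes of 1.92, with 12 of 12 higher; both medians lay above all 10000 random lists (percentile 100). The alternative that moved the cell cycle median most was centring on the spike-in controls, to 2.80. Extracellular matrix and myofibroblast genes had a median of 1.095 after cryoinjury (percentile 100). After exercise the medians of these lists were 0.20, 0.36 and 0.37 (percentiles 99.99, 100 and 100), and all 3 turned negative under median centring (-0.10, -0.13 and -0.30), which lowered the median of all genes to -0.35. The cardiac regeneration list had a median of 0.65 after cryoinjury (percentile 99.9) and -0.03 after exercise (percentile 43.2), the latter of either sign depending on the processing. The heat shock list had medians of -0.16 after exercise and -0.03 after cryoinjury (percentiles 7.17 and 41.9), and the latter was 0.12 when centred on the spike-in controls.

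Other lists moved in opposite directions on the 2 arrays. Mitochondrial metabolism genes had a median of 0.63 after exercise (18 of 18 genes higher, percentile 100) and -0.71 after cryoinjury (17 of 18 lower, percentile 0.01), the former being -0.39 under median centring. Leukocyte genes had a median of -0.91 after exercise (14 of 14 lower, percentile 0) and 0.69 after cryoinjury (9 of 14 higher, percentile 99.97). Cardiac muscle genes had a median of -0.55 after cryoinjury (11 of 13 lower, percentile 0.48) and 0.10 after exercise (percentile 75.1), the latter negative under median centring, with the brightest probe of each gene and when centred on the spike-in controls. None of these medians has a replicate array to give its error.

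**Figure D3:**
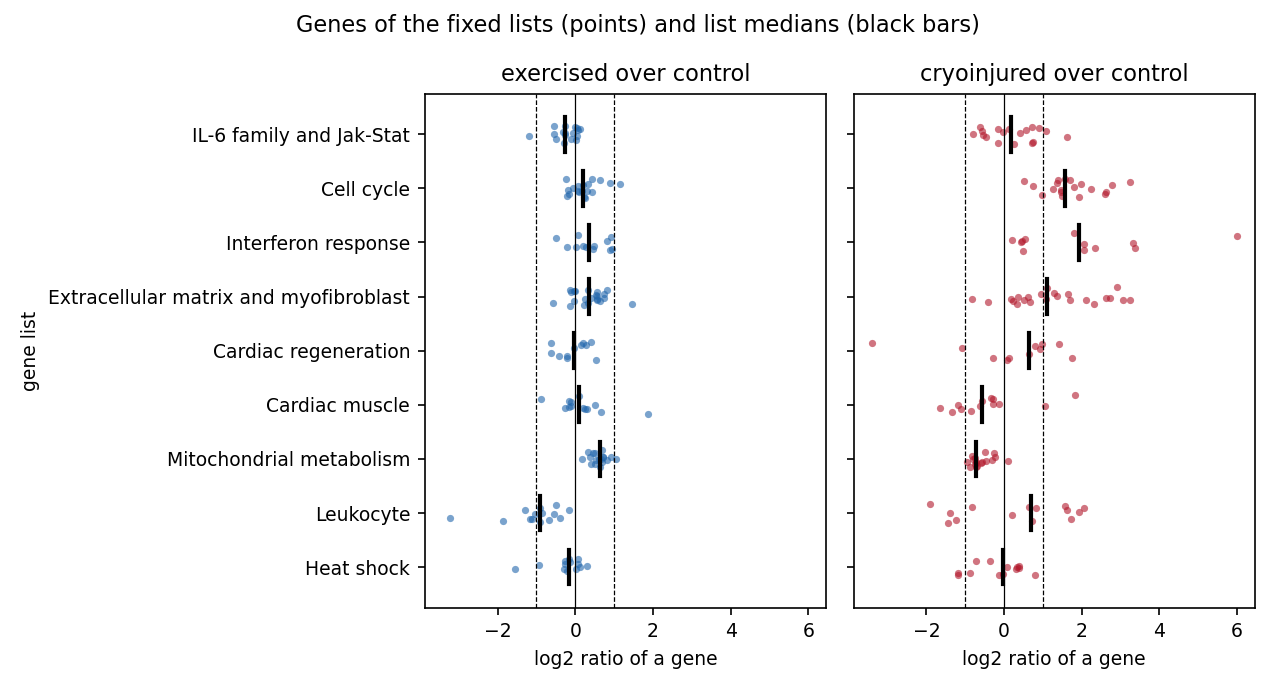
Log2 ratios of the measured genes of 9 fixed lists (points) and their medians (black bars) on the exercised array (left) and the cryoinjured array (right), with dashed lines at 2-fold. The leukocyte list had a median of -0.91 after exercise and 0.69 after cryoinjury; the mitochondrial metabolism list had a median of 0.63, which was -0.39 under median centring, and of -0.71.

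The IL-6 family and Jak-Stat list, which holds cytokines, their receptors and downstream signalling genes, had a median of -0.26 after exercise (percentile 0.01) and of 0.19 after cryoinjury (percentile 92.1). After exercise 1 of 17 measured genes changed 2-fold or more, socs3a at -1.20. After cryoinjury 2 of 18 did, socs3b at 1.61 and crlf1a at 1.09 (2 probes at 0.26 and 1.93), followed by il11a at 0.91 and stat3 at 0.75, while cisha had the lowest log2 ratio at -0.81. On the exercised array, il11a was at -0.26 (-1.79 with the software's log ratio), stat3 at -0.29 and socs3b at -0.50. The receptor genes il6st and il11ra were at 0.72 and -0.16 after cryoinjury and at 0.05 and -0.05 after exercise, and il11ra after exercise was positive under median centring (0.0087) and with the software's log ratio (0.12). Of the list's genes, lifrb after cryoinjury moved most, from 0.72 to 2.83 with the software's log ratio.

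Among genes with a symbol in the files (not a clone name), well above background in both channels and with every such probe changed the same way, the largest increases after cryoinjury were those of lgals3bp.1 (named lgals3bpb in the files; log2 ratio 4.69, 2 probes at 4.02 and 5.37), entpd2a.1 (4.62), stat1b (4.13), cd9b (3.94) and mdka (3.81). The lgals3bp.1 probe lies on chromosome 3 at 57006290 to 57006349 and the mdka probe on chromosome 7 at 39584552 to 39584611 (danRer6). The largest decreases were those of the globin gene ba2 (-9.33, 2 probes), sult2st1 (-4.24, chromosome 12 at 13069 to 13128), ckmb (-4.16, chromosome 15 at 23779042 to 23779101), pfkma (-4.09) and sult2st2 (-3.94, chromosome 12 at 33052 to 33111). The alternative that moved these 10 values most was median centring, with ba2 at -9.98. Probes of some of these genes disagreed: the value of ckmb rests on 2 probes well above background in both channels, while its 5 measured probes had a median of -2.78. Over all measured probes, stat1b was at 1.79 (3 probes from 1.27 to 4.13), sult2st2 at -2.50 and mdka at 3.58. Of 3 probes of another globin gene, hbba2, 1 was at -9.32 and the others at -1.27 and -1.30. Genes close to some of these on the chromosome changed the same way, as did sult2st1 with sult2st2 and ba2 with hbae1.1. On the exercised array, ba2 was at -0.39 and ckmb at -0.48.

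After exercise, ctrb.1 (ctrb1 in the files, a chymotrypsinogen gene on chromosome 7 at 35420154 to 35420213) had the highest log2 ratio among such genes at 3.48, against -2.31 after cryoinjury, while other exocrine pancreas transcripts had a median of -0.0115 after exercise. It was followed by the metallothionein gene mt2 at 2.87, whose 5 probes ran from 0.05 to 3.02, hspb6 at 2.03, myh7 (vmhc in the files) at 1.87 and oaz2b at 1.61. The lowest were mmp13a at -3.23, mfap4.1 at -1.93, lect2l at -1.86, hsp90aa1.1 at -1.55 and hsp90b1 at -1.49. With the software's log ratio, which moved it most, mmp13a was at -4.35. Of these genes, mfap4.1 was at 1.56 after cryoinjury and lect2l at -1.92.

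Among genes chosen in the same way, the largest increases shared by both arrays were those of myh7 (1.87 after exercise and 1.83 after cryoinjury), stat1b (1.58 and 4.13), col4a5 (1.56 and 1.91), top2a (1.35 and 3.10) and cdk1 (1.16 and 3.25). The largest shared decreases were those of lect2l (-1.86 and -1.92), mmp13a (-3.23 and -1.43), igfbp1b (-1.28 and -3.67), ppp1r14ab (-1.14 and -2.42) and igfbp6b (-1.13 and -1.83). These values come from probes well above background in both channels on both arrays, a single probe for each gene. Over all measured probes, stat1b was at 0.90 and 1.79, top2a at 0.89 and 1.47, and igfbp1b at -0.90 and -2.92, so that these 3 genes fell short of 2-fold after exercise, and col4a5 was at 1.203 after cryoinjury. Median centring lowered col4a5 most, to 0.31 after exercise and 0.72 after cryoinjury.

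Within the lists, the largest changes after exercise not given above were mxe (0.95) for interferon response, elnb (1.47, 3 probes from 0.47 to 1.52) for extracellular matrix and wt1b (-0.62) for cardiac regeneration. After cryoinjury they were mxb (5.99), col1a2 (3.26), mstnb (-3.41), ndufs1 (-0.94), mpeg1.1 (2.07) for leukocytes and serpinh1b (-1.19) for heat shock.

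Genes well above background in a single channel have only a bound, which is open to dye bias without a swap. After cryoinjury, mhc1uea was at least 72.2-fold higher, mxb at least 63.5-fold and psmb12 at least 55.5-fold, and psmb9b was at least 40.05-fold lower, mhc1uaa at least 13.1-fold and nos1apa at least 11.5-fold. These bounds rest on the dim channel's own signal for most of these genes. Of the 12 bounds in this paragraph, 9 equal the fitted ratio. There, "at least" holds only if the true level in the dim channel lies below its signal. In the exercised pool, mhc1uea and psmb12 were not well above background, and psmb9b and mhc1uaa were. After exercise the bounds were smaller, with hspb9 at least 1.97-fold, rsad2 at least 1.76-fold and podxl2 at least 1.66-fold higher, and lgals1l1 at least 2.02-fold, illr4 at least 1.84-fold and lmbr1l at least 1.75-fold lower.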

Values the study reported

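The study reported that injury of the heart changed 16% of the probe set, at a fold change of 2 or more in either direction. It reported 180 genes co-regulated after injury and exercise. Its main text does not state whether all of them changed in the same direction.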

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

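The recentring on the spike-in controls, the reading of it together with median centring, the comparison of signs within lists and the use of the erythrocyte list after cryoinjury were chosen only after the results were seen; the erythrocyte list after exercise was set as a test before its value was seen. A list is given here because its median had opposite signs on the 2 arrays. None of these differences was tested, since each array stands alone.

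The leukocyte list had a median of -0.91 after exercise and 0.69 after cryoinjury, 1.59 apart. Less blood in the exercised pool would lower erythrocyte transcripts too, but the erythrocyte list had a median of 0.26 after exercise, with 15 of 17 genes higher, which argues against it. The arrays' centring is argued against as well, because the medians were -1.56 and 0.91 when centred on the spike-in controls and -1.61 and 0.31 under median centring. Dye bias moves a gene the same way on both arrays. Of the 14 genes, 7 moved in opposite directions by more than 3 spot SDs on both (9 when centred on the spike-in controls and 7 under median centring), which dye bias alike on both arrays cannot produce, and 5 were lower on both (lect2l, lyz, mmp13a, mpx and npsn), for which it stays open, as does a control pool rich in these transcripts. A change in the number or kind of leukocytes in the ventricle may account for the rest, and was not tested.

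The mitochondrial metabolism list had medians of 0.63 and -0.71, -1.33 apart (cryoinjured minus exercised). Of 18 genes, 15 moved in opposite directions by more than 3 spot SDs on both arrays and 0 in the same direction, and with the centring on the spike-in controls 13 and 0 did, but under median centring 0 and 11 did, so dye bias of these genes and a difference in direction cannot be told apart, because the count depends on how the dye difference is removed. Centring on the spike-in controls left 0.46 and -0.53, but median centring, which also keeps the intensity-dependent dye difference, put the list below 0 on both arrays (-0.39 and -1.24), so the opposite signs and the arrays' centring cannot be told apart, because the 2 ways of centring give different signs after exercise. A lower share of muscle RNA in the injured pool, acting alone, would raise the transcripts of all other cell types alike. Instead the erythrocyte list had a median of -1.35 and the leukocyte list of 0.69, so it was not the only difference between the pools. These lists may have causes of their own, such as less blood for the erythrocyte list. Whether less muscle RNA caused the fall in mitochondrial and cardiac muscle genes therefore stays open. A change of metabolism in the muscle, and a change in several cell types together, stay open.

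The cardiac muscle list had medians of 0.10 and -0.55, -0.65 apart. When centred on the spike-in controls they were -0.0497 and -0.18, so for this list a difference in direction and the arrays' centring cannot be told apart, because the median after exercise lies within 1 spot SD of 0 under that centring. The lower value after cryoinjury kept its sign under all alternatives. Of 13 genes measured on both arrays, 5 had opposite signs and 8 the same sign. Past 3 spot SDs on both arrays, 3 genes moved in opposite directions and 4 the same way. When centred on the spike-in controls these numbers were 3 and 3, and under median centring 0 and 12. Dye bias of this list and a difference in direction cannot be told apart, because the counts depend on how the dye difference is removed. A loss of cardiac muscle transcripts through the injury stays open, as untested.

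The IL-6 family and Jak-Stat list had medians of -0.26 and 0.19, 0.45 apart. When centred on the spike-in controls they were -0.47 and 0.61, but under median centring they were -0.44 and 0.023, the latter within 1 spot SD of 0, so the opposite signs and the arrays' centring cannot be told apart. Of 17 genes measured on both arrays, 9 had opposite signs and 8 the same sign, so the difference rests on a part of the list. Past 3 spot SDs on both arrays, 4 genes were lower after exercise and higher after cryoinjury, 0 the reverse, and 3 moved the same way. When centred on the spike-in controls these numbers were 6, 0 and 3, and under median centring 3, 0 and 6. Dye bias alike on both arrays cannot produce the opposite moves of those few genes. For the list it stays open, because which kind of move is more frequent depends on the centring. Activation of this pathway after injury and not after exercise is an open, untested explanation.

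The cardiac regeneration list had medians of -0.03 and 0.65, 0.69 apart. The median after exercise was -0.001 when centred on the spike-in controls and lay within 1 spot SD of 0 as reported, so the sign of this median and the centring cannot be told apart. The median near 0 hides members that went both ways: of 11 genes measured on both arrays, 9 had opposite signs and 2 the same sign. Past 3 spot SDs on both arrays, 4 were lower after exercise and higher after cryoinjury, 3 the reverse and 0 changed the same way. When centred on the spike-in controls these numbers were 4, 1 and 1, and under median centring 5, 0 and 3. Dye bias alike on both arrays cannot produce moves in opposite directions. The genes lower after exercise and higher after cryoinjury (4, 4 and 5) therefore argue against it for those genes. For the reverse direction (3, 1 and 0) and for the other genes dye bias stays open, because the counts depend on the centring. A rise of some of these genes with injury and a fall with exercise stays open, as untested.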

How the results depend on the processing

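Centring on the spike-in controls and counting the deposited values by gene were chosen only after the data were seen. Counts are called close here within 1.5 times, the correlation within 0.1, and list medians and gene values within 1 spot SD. The cause of the differences was not tested, except that counting genes gives fewer items than counting probes, a filter in both channels leaves fewer probes, and median centring keeps the intensity-dependent dye difference.

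The software's log ratio and the deposited processed values gave the same counts: 6274 probes changed after cryoinjury, 1878 after exercise, 433 in the same direction and 342 in opposite directions. Centred on the spike-in controls, the counts were 6710, 2252, 396 and 508, so that opposite directions outnumbered same directions. Median centring gave 3984 after exercise, 887 in the same direction and 175 in opposite directions, with a correlation of 0.308. Counted by gene there were 1987, 173, 51 and 38, and with the deposited values counted by gene 288 genes changed in the same direction and 234 in opposite directions. Control pools were 2-fold apart at 143 probes with an offset of 0, 113 with median scaling of Cy5, 463 with the software's processed red signal and 14 when well above background in both channels. The other alternatives left these counts and the correlation close to those reported.

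After exercise, median centring gave list medians of -0.44 for IL-6 family and Jak-Stat, -0.10 for cell cycle, -0.13 for interferon response, -0.30 for extracellular matrix, -0.60 for cardiac regeneration, -1.10 for cardiac muscle, -0.39 for mitochondrial metabolism, -1.61 for leukocyte and -0.78 for heat shock. After cryoinjury it gave, in the same order, 0.023, 1.44, 1.80, 0.72, 0.42, -1.54, -1.24, 0.31 and -0.26. The changes of sign were those of the cell cycle, interferon response, extracellular matrix, cardiac muscle and mitochondrial metabolism lists after exercise.

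The software's log ratio and the deposited values gave, after exercise, 0.45 for cell cycle, 0.76 for interferon response, 0.47 for extracellular matrix, 0.18 for cardiac regeneration (a change of sign) and -1.38 for leukocyte. After cryoinjury they gave 0.36 for IL-6 family and Jak-Stat, 2.55 for cell cycle, 2.36 for interferon response, 1.21 for extracellular matrix, 0.76 for cardiac regeneration, -0.42 for cardiac muscle and -0.13 for heat shock.

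Centred on the spike-in controls, the medians after exercise were -0.47 for IL-6 family and Jak-Stat, 0.28 for cell cycle, 0.58 for interferon response, 0.29 for extracellular matrix, -0.050 for cardiac muscle (a change of sign), 0.46 for mitochondrial metabolism, -1.56 for leukocyte and -0.37 for heat shock. After cryoinjury they were 0.61, 2.80, 2.60 and 1.46 for the first 4 of these lists, 1.01 for cardiac regeneration, -0.18 for cardiac muscle, -0.53 for mitochondrial metabolism, 0.91 for leukocyte and 0.12 for heat shock (a change of sign).

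Without background correction the medians were 0.45 for interferon response, 0.034 for cardiac regeneration (a change of sign) and -1.04 for leukocyte after exercise, and 1.69 for interferon response after cryoinjury. With an offset of 0 they were 0.44 for interferon response and -1.04 for leukocyte after exercise, and 2.01 for cell cycle, 2.32 for interferon response, 1.21 for extracellular matrix and 0.75 for cardiac regeneration after cryoinjury. With no filter on dim probes they were -0.18 for IL-6 family and Jak-Stat, 0.20 for interferon response and 0.022 for cardiac regeneration (a change of sign) after exercise. With the filter in both channels they were -0.11 for IL-6 family and Jak-Stat, 0.24 for interferon response and 0.46 for extracellular matrix after exercise, and 1.94 for cell cycle, 2.06 for interferon response and 1.19 for extracellular matrix after cryoinjury.

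The mean over a gene's probes gave 1.69 for cell cycle and 2.06 for interferon response after cryoinjury. The other 124 values of counts, correlation and list medians under alternatives were close to those reported. The brightest probe gave -0.13 for IL-6 family and Jak-Stat, 0.48 for extracellular matrix, -0.028 for cardiac muscle (a change of sign), 0.55 for mitochondrial metabolism, -1.10 for leukocyte and -0.37 for heat shock after exercise, and 2.24 for cell cycle, 2.06 for interferon response and 1.51 for extracellular matrix after cryoinjury.

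For named genes and bounds, 265 of 588 values under alternatives lay within 1 spot SD of the reported value, 313 moved farther and 10 changed sign. Median centring changed the sign of cntfr (-0.11), crlf1a (-0.25), il11ra (0.0087) and jak2a (-0.44) after exercise and of socs3a (-0.61) after cryoinjury. The software's log ratio and the deposited values changed that of il11ra after exercise (0.12) and cntf after cryoinjury (0.11), and no background correction that of cntf after cryoinjury (0.039). The software's log ratio and the deposited values give no bounds and were not run for them. Replicates could not be left out in turn, since each comparison has 1 array, so no such value is given. No paired analysis was possible because the groups share only replicate number 1, with 1 array each. Signal over background limits the dim probes: 58.9% to 65.7% of probes were well above background in a channel, and the software marked the spread of the Cy5 negative controls as out of range on both arrays.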

Other observations

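The tests of base composition, of a common control RNA, of ba2 against other erythrocyte transcripts, and of clustering without the class I genes were chosen only after the results were seen, and the lists of pancreas, fast muscle and thrombocyte genes after the patterns that prompted them; the values of those lists, of sibling probes and of chromosomal neighbours were not known when their tests were set.

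The number of genes changed in the same direction on both arrays was 51. That is lower than the number quoted from the study above, whose rule for choosing genes is not known here. Another 38 genes changed in opposite directions, and whether the study counted such genes is not known here. With the deposited processed values, 288 genes changed in the same direction and 234 in opposite directions. The same-direction number is then higher than the number quoted, so the direction of the gap depends on the processing. Of all probes on the array, 7.99% changed 2-fold or more after cryoinjury. That is lower than the share quoted from the study above. Over measured probes the share was 11.8% as reported, 14.5% under median centring, 15.5% with an offset of 0 and 21.3% with the software's log ratio, so the gap depends on the processing and on which probes the study counted, which is not known here.

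The excess of same-direction over opposite-direction probes was small (89 against 73). After a quadratic trend on the base counts of the probes was removed from both arrays, the counts were 81 and 69, a ratio of 1.17 against 1.22 before. The trend held 2.84% of the variance on the exercised and 0.511% on the cryoinjured array. Dye bias set by base composition and a shared response cannot be told apart here, because the change in the ratio is small beside the counts and other forms of dye bias were not tested.

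The 2 control pools differed at few probes. At 584 probes that were 4-fold or more apart between the treated pools, the median absolute difference between the control channels was 0.14, against 0.11 at other probes of like intensity, a ratio of 1.35, and 4 of the 584 were 2-fold apart between the controls. The small differences leave the same control RNA on both arrays open. The ratio lies above 1, but the normalization draws on both channels, so the control values depend in part on the treated pools. The ratio therefore cannot decide whether the control RNA was the same. The labels describe each control by a different word. The study's methods describe controls of the exercised fish that were kept without a stir bar. Separate pools of closely related fish stay open. If the control was shared, changes in the same direction on both arrays could also come from a deviation of that pool.

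Some of the largest changes after cryoinjury may reflect the fish and not the injury. Sequence variants under single probes are argued against, because 80.0% of the other probes of the same gene (264 of 330) shared an 8-fold change at 2-fold or more. However, large changes were clustered on chromosomes: of 706 probes of other genes within 100 kb of a probe changed 8-fold or more, 57 were themselves changed 8-fold or more, 14.55 times the 3.92 expected of probes of like intensity. Blocks of the genome that differ between the pools' fish would give such clusters, and so would tandem genes that respond together. Genes were told apart by name only, so a transcript without a symbol counted as another gene. Pairs of that kind included ba2, clu and apoeb. Whether both names stand for the same gene was not checked, so the excess may be too large. The class I genes described next are part of this count. Without them, 52 of 685 neighbouring probes changed 8-fold or more, 14.1 times the 3.68 expected. With them, the genes moved the same way in 27 pairs and in opposite ways in 1, and these tests cannot separate shared regulation from genotype. The pairs include mxa and mxb or ifi27.1 and ifi27.2, which belong to interferon-responsive families, but also ba2 and hbae1.1, and sult2st1 and sult2st2.

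A region of this kind, chosen after its values were seen, is the major histocompatibility class I region on chromosome 19. The genes psmb12 (5.80), psmb9a (3.92), psmb13a (3.58) and tap2a (2.95), with probes between 6727276 and 6746610 (danRer6), and mhc1uea (6.19, not placed on a chromosome in the files) were well above background in the cryoinjured pool and not in its control or the exercised pool. In contrast, mhc1uaa (-3.71) and psmb9b (-5.32), which the files place on no chromosome, were well above background in the other pools and not in the cryoinjured pool. On the exercised array psmb12 was at -0.055 and mhc1uaa at -0.16, but psmb9b was at -1.19. Other class I genes changed less, such as mhc1uka (-0.97) and psmb10 (0.45), whereas tapbp.1 (3.81) was well above background in all these pools. A different class I haplotype in the cryoinjured fish and induction through the injury are both open, and neither was tested. Genotypes of the fish were not used here.

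Blood transcripts fell after cryoinjury. The erythrocyte list had a median of -1.35 with 16 of 17 genes lower. Less blood in the injured pool would lower thrombocyte transcripts as well. The thrombocyte list had a median of 0.22 after cryoinjury and -0.12 after exercise, but its 8 genes ran from -1.13 (nfe2) to 2.56 (thbs1b), so although a median of 0 or more had been set beforehand as evidence against less blood, it is not read as such, and less blood, or less blood with thrombocytes drawn to the wound, cannot be told apart. The fall of ba2 (-9.33) was far larger than that of any gene of the erythrocyte list, the lowest of which, slc4a1a, was at -2.26, so less blood is not its whole cause. Of the 3 hbba2 probes, 1 was at -9.32 after cryoinjury, but all 3 lay between 1.74 and 2.08 after exercise, when ba2 was at -0.39, which goes against a transcript shared with ba2. Absence of this globin copy from the cryoinjured fish is a hypothesis that was not tested.

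Neighbouring tissue carried along with the ventricles was tested for 2 sets of genes. The digestive gene ctrb.1 was at 3.48 after exercise and -2.31 after cryoinjury, but the other exocrine pancreas transcripts had a median of -0.0115 after exercise and 0.76 after cryoinjury, when 4 of the list's genes were 2-fold or more higher, ela2l (2.29) among them. The whole list had medians of -0.01 and 0.51. Unequal amounts of pancreas RNA are argued against for the rise of ctrb.1 after exercise, since the abundant transcripts of that tissue would move together. After cryoinjury the list's genes went both ways, 4 higher and 3 lower by 2-fold or more, so unequal amounts stay open there. As for muscle, ckmb was at -4.16 and pfkma, which is not in the list, at -4.09 after cryoinjury. The fast skeletal muscle list without ckmb had a median of -0.21. Its genes went both ways: pvalb2 (-2.32), pvalb3 (-1.97), pgam2 (-1.504) and eno3 (-1.30) fell too, but mylpfa (0.87), ckma (-0.080), mylz3 (-0.21) and tpma (0.10), abundant in that tissue, did not fall 2-fold. The whole list had medians of 0.24 after exercise and -0.22 after cryoinjury. Skeletal muscle in the control pool is therefore argued against as the whole cause, since it would bring all its abundant transcripts, although a change in the muscle's own metabolism stays open and untested. Many genes of both lists were measured in these ventricles, 21 and 22 of the fast muscle list and 10 and 12 of the pancreas list on the exercised and cryoinjured arrays.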
